# Multi-targeted priming for genome-wide gene expression assays

**DOI:** 10.1186/1471-2164-11-477

**Published:** 2010-08-17

**Authors:** Aleksandra B Adomas, Francesc Lopez-Giraldez, Travis A Clark, Zheng Wang, Jeffrey P Townsend

## Abstract

**Background:**

Complementary approaches to assaying global gene expression are needed to assess gene expression in regions that are poorly assayed by current methodologies. A key component of nearly all gene expression assays is the reverse transcription of transcribed sequences that has traditionally been performed by priming the poly-A tails on many of the transcribed genes in eukaryotes with oligo-dT, or by priming RNA indiscriminately with random hexamers. We designed an algorithm to find common sequence motifs that were present within most protein-coding genes of *Saccharomyces cerevisiae *and of *Neurospora crassa*, but that were not present within their ribosomal RNA or transfer RNA genes. We then experimentally tested whether degenerately priming these motifs with multi-targeted primers improved the accuracy and completeness of transcriptomic assays.

**Results:**

We discovered two multi-targeted primers that would prime a preponderance of genes in the genomes of *Saccharomyces cerevisiae *and *Neurospora crassa *while avoiding priming ribosomal RNA or transfer RNA. Examining the response of *Saccharomyces cerevisiae *to nitrogen deficiency and profiling *Neurospora crassa *early sexual development, we demonstrated that using multi-targeted primers in reverse transcription led to superior performance of microarray profiling and next-generation RNA tag sequencing. Priming with multi-targeted primers in addition to oligo-dT resulted in higher sensitivity, a larger number of well-measured genes and greater power to detect differences in gene expression.

**Conclusions:**

Our results provide the most complete and detailed expression profiles of the yeast nitrogen starvation response and *N. crassa *early sexual development to date. Furthermore, our multi-targeting priming methodology for genome-wide gene expression assays provides selective targeting of multiple sequences and counter-selection against undesirable sequences, facilitating a more complete and precise assay of the transcribed sequences within the genome.

## Background

Gene expression levels have been quantified by numerous procedures, including reverse transcription (RT)-PCR [1], sequencing of expressed sequence tags [2], serial analysis of gene expression [3], microarray hybridization [4], and massively parallel signature sequencing [5]. Rapid development of platforms has improved throughput, but also generated strong demand for enhanced sensitivity and measurement accuracy. For nearly all expression assays, reverse transcription from messenger RNA (mRNA) to complementary DNA (cDNA) is a key step of the process that contributes less experimental variance than biological growth and harvest, but greater experimental variance than hybridization [[6], but see also [7]]. Throughput of the reaction may be biased by secondary and tertiary structures of mRNA, affinities specific to the reverse transcriptase, inhibitors present in the sample, priming strategy, and variation in priming efficiency [8]. The most common priming strategies utilize oligo-dT primers, random primers, or gene-specific primers. When oligo-dT primers are used for reverse transcription, RNA secondary structure and variation in poly(A) tail length may result in gene amplification 3' bias [9]. Random primers, typically used in prokaryotic systems, fail to discriminate between mRNA and the preponderance of RNA in the form of ribosomal (rRNA) or transfer RNA (tRNA). Random hexamers, the most commonly employed, amplify only fraction of the transcriptome, comparing with random pentadecamers [10]. However, random oligonucleotides of any size also prime abundant rRNA and tRNA that can lead to high background and misleading signal.

Ribosomal RNA (rRNA) sequences in many prokaryotes are GC rich relative to the genome at large and are highly conserved. These properties have been used to design non-random hexamers (HD/DHTTTT) to prime reverse transcription reactions [11]. The result was a counter-selective synthesis of cDNA corresponding to mRNA from prokaryotic total RNA extractions. In contrast, application of gene-specific primers on a genomic scale requires synthesis of multiple primers. An algorithm to predict the minimal number of non-degenerate genome-directed primers that specifically anneal to all genes in a given genome has been designed and successfully applied in bacteria [12].

Another recently developed method relies on a collection of short, computationally selected oligonucleotides ('not-so-random' (NSR) primers) to obtain full-length, strand-specific representation of nonribosomal RNA transcripts [13]. Selective enrichment of non-rRNA targets was achieved by computationally subtracting rRNA priming sequences from a random hexamer library. The presence of rRNA and tRNA plagues most mRNA purification procedures due to their relative abundance, leading to non-specific interactions like rRNA adsorption to the oligo-dT matrix, or hybridization of rRNA and mRNA sequences [14].

Here we describe an alternate strategy, multi-targeted priming (MTP), that allows for selective amplification of chosen sequences. A degenerate oligonucleotide complementary to selected mRNAs and absent in both rRNA or tRNA was identified allowing for selective transcription of mRNA. To demonstrate the power of MTP, species-specific primers were designed and tested on RNA from *Saccharomyces cerevisiae *exposed to nitrogen deficiency, and on RNA from *Neurospora crassa *during early sexual development following nitrogen depletion. When primary nitrogen sources are not available or are present in concentrations low enough to limit growth, many different nitrogen sources can be used. Utilization of secondary nitrogen sources is highly regulated, and nearly always requires the synthesis of a set of pathway-specific catabolic enzymes and permeases [15]. Several studies have shown the induction of a common suite of effector genes during growth of fungal plant pathogens under nitrogen-starved conditions in vitro and during growth in planta [16,17]. As a consequence, nitrogen-starved media has become a model for the environment that a pathogen encounters during growth in planta [16]. Furthermore, nitrogen uptake and exchange are key processes for ectomycorrhizal interactions that are established between the root systems of terrestrial plants and hyphae from soil-borne fungi [18,19]. Finally, nitrogen deficiency has been associated with major problems encountered in contemporary wine making [20], especially those related to slow and incomplete fermentations [21]. Therefore, the response of budding yeast exposed to nitrogen starvation has been of interest in light of nutrient depletion during wine fermentation.

*Neurospora crassa *is a heterothallic filamentous fungus that undergoes a complex pattern of sexual differentiation to form the female reproductive structure (protoperithecium) when subjected to conditions of nitrogen starvation, light, and low temperature [22]. A large number of genes affecting sexual development have been identified by mutation [23,24], but large-scale transcript profiling has not been performed.

Here we show for these applications that the addition of an MTP provides superior sensitivity and precision to microarray transcript profiling compared to sole use of oligo-dT primers. We corroborate these results for high throughput RNA tag sequencing, incorporating modification of the Illumina Digital Gene Expression protocols to facilitate use of MTPs.

## Results

### Transcript profiling of *S. cerevisiae *grown in nitrogen-poor conditions

We identified a 12-nucleotide (nt) degenerate sequence that occurs one or more times in 76% of 6608 mRNAs present in budding yeast, *Saccharomyces cerevisiae*, but that is absent in rRNA or tRNA. The corresponding degenerate primer was NDKTBBBBDWGS. Among the 5039 yeast ORFs containing the identified degenerate sequence, 86% featured one to five exact priming sites and the remaining sequences featured six to 44 priming sites (see Additional File 1). On average, there were 3.2 priming sites per gene. Priming for reverse transcription is not highly specific [8], thus MTPs may prime nearly all genes with some frequency. Nonetheless, the MTP and an equal proportion of oligo-dT primers were supplied for the reverse transcription step during the microarray target labeling procedure, to achieve the greatest coverage possible.

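The values behind the yeast MTP results were the normalized log ratios of 4 two-color arrays carrying PCR-amplified open reading frames (ORFs). On each array, cDNA from yeast moved for 12 h to a nitrogen-poor minimal medium with 0.025% ammonium sulfate was hybridized together with cDNA from yeast in nitrogen-rich synthetic complete medium, so that each spot gave a ratio of the media. The dyes were swapped, with 2 arrays in each orientation, numbered as replicates 1 and 2. The paper states that all replicates came from independent reverse transcription reactions and does not state how many cultures were grown, so the errors given here cover reverse transcription, labeling and hybridization, and the number of arrays limits their precision. The arrays primed by oligo-dT alone were not analysed here. The authors subtracted the background, normalized well measured spots by their mean and deposited 1 log2 ratio per ORF and array. Sample titles place the minimal medium in Cy5 on the first pair of arrays, whereas the channel descriptions place it in Cy3. Both group the arrays into the same orientations. The direction was therefore taken from the ratios in Additional File 2, of which the first 1998 of 6090 rows were used. Across the 1930 ORFs found in both, the arrays correlated with the log2 ratio of nitrogen-poor to nitrogen-rich medium at r = 0.964, 0.983, 0.967 and 0.972, with slopes of 0.98, 1.01, 1.04 and 0.99. All 4 columns were thus already log2 ratios of nitrogen-poor over nitrogen-rich medium. Their medians were -0.03, -0.03, 0.06 and 0.11, and no further normalization was applied. Genes with values on at least 3 arrays were fitted with limma, with the mean log2 ratio as the single coefficient and moderated variances. Adjusted p-values are limma's with Benjamini-Hochberg adjustment. The study's threshold of 0.05 was applied to the unadjusted probability for the observed direction, the kind given in Additional File 2. The Bayesian program that the authors used (BAGEL) was not run.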

Contrasting yeast grown in nitrogen-poor and nitrogen-rich conditions, priming by MTP increased number of well measured genes, recorded after data normalization, by 31% over oligo-dT priming (Table 1; see Additional File 2). 

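On the MTP-primed arrays, 5846, 5992, 5918 and 5548 of the 6301 ORFs listed carried a value. A value was present on at least 1 array for 6072 ORFs, on at least 2 arrays for 6045, on at least 3 for 5956 and on all 4 for 5231. No value was present on any array for 229 ORFs.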

A logistic regression indicates that a model featuring the number of MTP binding sites in a gene is a statistically significantly better predictor of whether a statistically significant difference in expression will be observed when using MTPs than is a model without a slope with regard to number of MTP binding sites (P < 0.0001, slope 0.05). However, a model featuring the number of MTP binding sites is also a statistically significant predictor of the probability of a statistically significant call when oligo-dT alone is used (P = 0.02, slope 0.03). 

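With MTPs, 4479 of the 5956 ORFs tested (75.2%) passed the study's threshold, at which 10% of unchanged genes would be called by chance because either direction counts. After Benjamini-Hochberg adjustment of limma's two-sided p-values, 3891 ORFs (65.3%) remained at or under 0.05. The adjusted count moved most when each gene was tested with its own variance alone, which called 3074 ORFs, 3005 of them among the 3891. The largest increases among the 3891 were for SPG1 (YGR236C), with a log2 ratio of 5.04 (standard error 0.08, n = 4 arrays, adjusted p = 6.04e-07 from limma), SIP18 (YMR175W) at 4.95, FBP1 (YLR377C) at 4.54, MRP49 (YKL167C) at 4.52 and YKR005C at 4.41. The largest decreases were for ARO5 (YGL117W), with a log2 ratio of -3.52 (standard error 0.07, n = 4 arrays, adjusted p = 6.04e-07 from limma), ARG1 (YOL058W) at -3.52, BAP3 (YDR046C) at -3.46, AGP1 (YCL025C) at -3.29 and ARO10 (YDR380W) at -3.27. Each of these ORFs had the same sign on all 4 arrays.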

More saliently, use of the MTP increased the number of genes that were identified as significantly differentially expressed by 66%.

**Table 1:** Overview of the results comparing use of oligo(dT) and multi-targeted primers (MTPs) for reverse transcription.

	*Saccharomyces cerevisiae*			*Neurospora crassa*		
Feature	Nitrogen depletion			Protoperithecial developmenr		
	
	Oligo (dT)	MTP	Common	Oligo (dT)	MTP	Common
Number of well measured genes^1 ^on the array	4620	6042	4573	469		416
Number of genes significantly differentially expressed (*P *≤ 0.05)	2155	3577	1839	172	406	2021
Number of up-regulated genes (*P *≤ 0.05)	1080	1855	925	66	232	31
Number of down-regulated genes (*P *≤ 0.05)	1075	1722	912	106	174	61
Highest gene expression ratio	49.15	32.6		24.26	10.74	
Average gene expression ratio	2.05	1.77		1.96	1.43	
GEL_50_^2^	1.51	1.27		1.91	2.08	
Number of genes with gene expression ratio greater or equal to GEL50 (*P *≤ 0.05)	1237	2617	1166	102	141	52

^1 ^well measured genes recorded after data normalization (foreground fluorescence signals were at least three standard deviations of the distribution of intensities of the background pixels for that gene).

^2 ^GEL_50 _- gene expression level at which there is a 50% empirical probability of a significant call.

We analyzed the frequency of MTP priming sites among genes identified as significantly differentially expressed in nitrogen-depleted yeast. Out of 1738 genes indicated by MTPs exclusively as differentially expressed, 342 did not have an MTP recognition site and 1396 genes contained one to 29 priming sites. Among 316 genes exclusively identified by oligo-dT primers as significantly differentially expressed in response to nitrogen depletion, 68 did not contain an MTP recognition site and 248 exhibited one to 18 priming sites. 

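The 10 ORFs with the most priming sites in the part of Additional File 1 used here, its first 1997 rows, had between 21 and 44 sites by the paper's count. Their mean log2 ratios ranged from -0.51 to 0.62 with a median of 0.07, and 5 of the 10 passed both the study's threshold and an adjusted p of 0.05 from limma. Adjusted over the list alone, 4 passed. NUM1 (YDR150W), with 44 sites by the paper's count, had a log2 ratio of 0.22 ± 0.12 (SD, n = 4 arrays; adjusted p = 0.023 from limma), and its adjusted p rose above 0.05 on leaving out any single array except the second with synthetic medium in Cy5. DEF1 (YKL054C) had the highest ratio, but its arrays split by replicate number, at 1.21 and 1.11 for replicate 1 and 0.14 and 0.03 for replicate 2, and its call was lost without either replicate 1 array. It was also lost with a dye orientation term, under which CYC8 (YBR112C) passed, so that 5 of the 10 ORFs passed there too. SIN3 (YOL004W) had the lowest, -0.51 ± 0.19 (SD, n = 4 arrays). HKR1 (YDR420W) lay at 0.00 ± 0.04 (SD, n = 4 arrays).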

For the genes with the highest number of priming sites, the gene expression levels calculated based on the MTP experiment were similar to the oligo-dT experiment and typically yielded ratios close to one, indicating that a higher number of exact MTP priming sites per se did not increase detection of significant gene expression differences.

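In the MTP-primed experiment, 2337 ORFs passed the study's threshold as abundantly expressed in nitrogen-poor medium and 2142 as meagerly expressed, a ratio of 1.09. At an adjusted p of 0.05 from limma the counts were 2016 and 1875, a ratio of 1.08. Leaving out single arrays kept this order except in 1 case. At the study's threshold the counts were 2353 and 1984 without the first and 2222 and 1889 without the second array with minimal medium in Cy5, and 2138 and 2079 without the first with synthetic medium in Cy5. Without the second of the latter, they were 2107 and 2186, and 1725 and 1840 after adjustment.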

The ratio of genes abundantly expressed to genes meagerly expressed was largely unchanged when MTPs were used (Table 1). Just two genes manifested a statistically significant opposite direction of differential expression in the MTP-microarray dataset compared to both the oligo-dT dataset and the independent RNA-Seq datasets (YDR179W-A, YKL203C). 

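On the MTP-primed arrays, YDR179W-A (NVJ3) had a log2 ratio of 0.86 ± 0.09 (SD, n = 4 arrays; adjusted p = 3.04e-05 from limma) and YKL203C (TOR2) a log2 ratio of 0.43 ± 0.14 (SD, n = 4 arrays; adjusted p = 0.00148 from limma), both higher in nitrogen-poor medium on every array.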

Out of 3577 genes detected as significantly differentially expressed by MTP-microarray, this is a very small number and may be reasonably attributed to experimental error in the MTP-primed reverse transcription and hybridizations. 

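Among ORFs with values on at least 3 MTP-primed arrays, the highest fold change of the mean log2 ratio was 32.8, for SPG1 (YGR236C). The average fold change over all 5956 ORFs, taken in either direction and never below 1, was 1.51, and over the ORFs past the study's threshold 1.66. Without the second replicate of the arrays with synthetic medium in Cy5, the highest fold change was 38.2, for SIP18 (YMR175W).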

The highest and average changes in gene expression level were lower for MTP than for oligo-dT (Table 1). 

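For the MTP-primed arrays, logistic regression of the study-threshold call on the absolute log2 ratio placed GEL_50_ at a 1.11-fold change (95% confidence interval 1.106 to 1.111, which treats genes as independent and leaves out the spread between arrays). Among ORFs changed by 1.1- to 1.15-fold, 74.2% were called, compared with 91.3% of those between 1.15- and 1.2-fold and 99.5% of those between 1.25- and 1.3-fold. With each gene's own variance in place of the moderated one, GEL_50_ was 1.14.

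**Figure D1:**
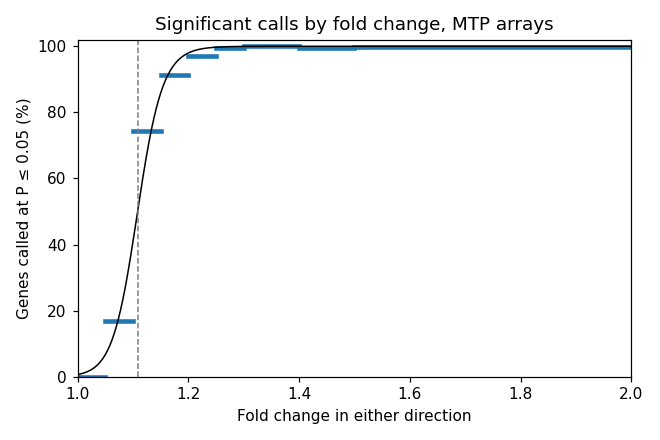
Percentage of ORFs called at the study's threshold (y axis) by fold change in either direction (x axis) on the MTP-primed arrays. Blue bars span fold-change bins up to 2, the black curve is the logistic fit, and the dashed line marks GEL_50_; the bin from 1.1 to 1.15 stands at 74.2%.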

Lastly, the gene expression level at which there was a 50% empirical probability of a significant call (GEL_50_), illustrating the statistical power of the experiment, demonstrated greater resolution for MTP than for oligo-dT primers (Table 1). 

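Of the ORFs passing the study's threshold with MTPs, 4285 (95.7%) had a fold change at or above the GEL_50_ estimated here. With each gene's own variance, the count was 3683.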

Three times more genes were detected as differentially expressed in the MTP experiment above its GEL_50 _threshold than were differentially expressed above the GEL_50 _threshold of the experiment performed with oligo-dT primers alone (Table 1).

### Functional classification of genes differentially expressed by *S. cerevisiae *grown in nitrogen-poor conditions

While meager expression in nitrogen-poor medium was typical for genes functioning in protein synthesis and transcription, abundant expression was typical for genes coding for proteins involved in energy and genes of unknown function (Figure 1a). This result was obtained both with the aid of MTPs and with oligo-dT primers. 

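The functional categories of Figure 1a were not used here. Gene lists written beforehand for parts of protein synthesis and energy were tested in their place, resolved through the R64 gene table, in which 5801 of the 6301 ORFs were found. Of 36 nuclear genes of the respiratory chain, 30 were higher in nitrogen-poor medium and 6 lower, with a median log2 ratio of 0.84; 29 and 4 passed an adjusted p of 0.05 from limma, and 29 and 5 adjusted over the list alone. Of 132 cytosolic ribosomal protein genes, 36 were higher and 96 lower, with a median of -0.21; 15 and 66 passed after adjustment, and 14 and 64 adjusted over the list alone. Many of the latter genes exist as near-identical pairs whose spots can cross-hybridize. Mitochondrial ribosomal protein genes had a median of 0.13, with 45 of 64 higher and 19 lower; 23 and 11 passed after adjustment, and the same numbers adjusted over the list alone. Among the 5231 ORFs with values on all 4 arrays, limma's camera with a preset inter-gene correlation of 0.01 gave p = 3.63e-07 for the respiratory chain (Benjamini-Hochberg 7.27e-07 over 4 lists, without a permutation), p = 0.000707 for the cytosolic ribosome (0.000943) and p = 0.137 for the mitochondrial ribosome (0.137). With an estimated correlation, the respiratory chain stayed under 0.05 (p = 0.0103), and the cytosolic ribosome did not (p = 0.418). For the respiratory chain, this p stayed under 0.05 with any single array left out and with a replicate block. It rose to 0.148 after centering the arrays and to 0.140 after scaling them. With a dye orientation term it was 0.0571, and with same-numbered arrays averaged 0.153. Camera with an estimated correlation uses the residual degrees of freedom, which a dye term lowers and averaging lowers most. With averaging the test could hardly pass, so no weaker shift can be read from these settings. Limma's fry tests a list against no change rather than against the other genes. Its adjusted p-values over the 4 lists were 1.93e-05, 0.0325 and 0.00554. In simulated lists without a shift fry called more than its nominal share, and for the cytosolic ribosome its unadjusted p rose to 0.111 without the first array with minimal medium in Cy5, to 0.0732 without the second and to 0.0715 without the second array with synthetic medium in Cy5 (by rotation, not permutation).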

Using oligo-dT primers, functional categories of metabolism, development, and energy were identified as significantly affected under nitrogen deficiency (Fisher's Exact test, *P *= 0.01, *P *= 2.3 × 10^-21^, *P *= 0.01). The MTP experiment identified the same functional categories, and provided additional experimental power, also identifying genes involved in regulation with the environment (*P *= 4.9 × 10^-5^). The classification for which the highest number of genes was indicated as significantly differentially expressed by either approach was metabolism. Within metabolism, the greater power of the MTP experiment provided a stronger signal of subcategory, as more measurements were statistically significant: 39% as indicated by MTP and 15% as indicated by oligo-dT primers were involved in amino acid metabolism; 36% and 15%, respectively, in carbohydrate metabolism; and 16% and 6% in lipid metabolism.

**Figure 1:**
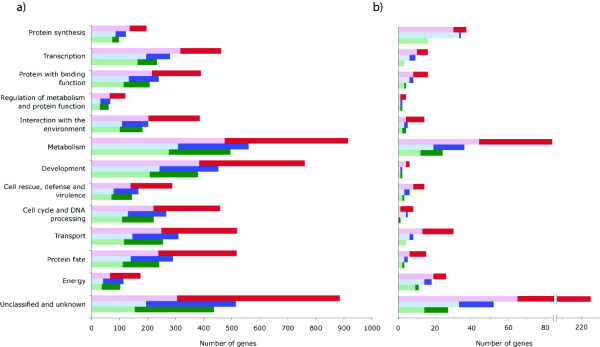
**Functional classification of genes significantly differentially expressed (*P *≤ 0.05) by a) *S. cerevisiae *grown in nitrogen-poor conditions and b) *N. crassa *protoperithecia identified by transcript profiling using oligo(dT) (red) or multi-targeted primers (blue)**. Genes identified by both methods marked in green. Light-colored bars represent genes meagerly expressed and dark-colored bars represent genes abundantly expressed. The categories are sorted by the proportion of genes meagerly- to abundantly- expressed.

MTPs were not biased for inference in particular pathways or processes, providing an even increase in power across all of them. For nearly every pathway or process, the microarrays performed with MTPs resulted in a more complete assessment of expression of proteins/enzymes building a pathway, assigning expression to more genes than the oligo-dT-primed experiment in each process (Table 2; see Additional File 3). Most of the genes coding for enzymes belonging to 26 pathways specifically related to nitrogen and amino acid metabolism and biosynthesis were meagerly expressed by yeast growing in nitrogen-poor conditions, e.g. glutamate metabolism and urea cycle (Table 2, Figures 2, 3). 

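Of 76 genes of amino acid biosynthesis listed beforehand, 75 were tested and 66 were lower in nitrogen-poor medium, with a median log2 ratio of -1.10 and a mean of -1.16. At an adjusted p of 0.05 from limma, 59 were meagerly and 7 abundantly expressed, and 60 and 7 adjusted over the list alone. The list stood below the other genes by limma's camera (p = 6.22e-12, Benjamini-Hochberg 2.49e-11) and by camera with an estimated correlation (p = 0.0253). By fry, which tests a list against no change rather than against the other genes, p was 2.59e-05. Camera's p with the estimated correlation rose to 0.102 after centering the arrays, to 0.0523 with a dye orientation term and to 0.126 with same-numbered arrays averaged. It was 0.0665 without the first and 0.0540 without the second array with minimal medium in Cy5. Without the second array with synthetic medium in Cy5, it was 0.0624. It stayed under 0.05 without the first of the latter, with a replicate block and after scaling. A dye term, a left-out array and averaging also lower the residual degrees of freedom that this test uses. A higher p in those settings therefore does not by itself show a weaker shift. For the enzymes drawn in Figures 2 and 3, genes were chosen by EC number and only tallied. In glutamate metabolism, 13 of 19 genes were lower, and 12 lower and 4 higher genes passed after adjustment, both over all genes and adjusted over the list alone. ALT1 (YLR089C) had a log2 ratio of -2.61 ± 0.12 (SD, n = 4 arrays). In the urea cycle and metabolism of amino groups, 12 of 19 were lower, and 10 lower and 5 higher genes passed after adjustment by either count. ARG3 (YJL088W), ARG4 (YHR018C) and ARG8 (YOL140W) had log2 ratios of -2.90, -2.83 and -2.77. DUR1,2 (YBR208C), which degrades urea, was higher at 1.01 ± 0.20 (SD, n = 4 arrays), as was the arginase gene CAR1 (YPL111W) at 0.29 ± 0.13 (SD, n = 4 arrays). From the whole set of pathways related to nitrogen and amino acids, the paper states that most of their genes were meagerly expressed in nitrogen-poor conditions.

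**Figure D2:**
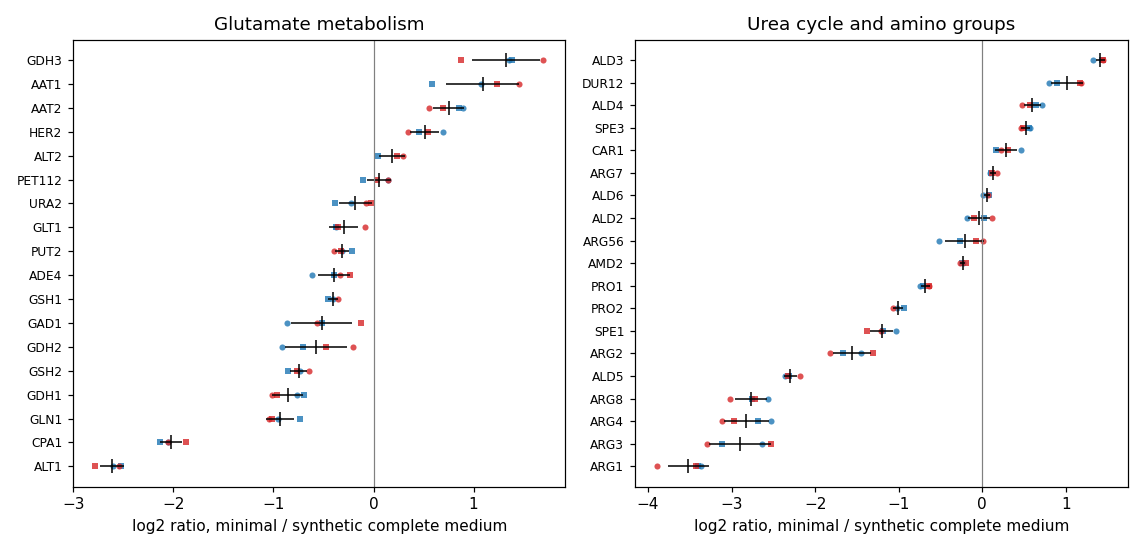
Log2 ratio of nitrogen-poor minimal over nitrogen-rich synthetic complete medium (x axis) for genes of glutamate metabolism and of the urea cycle (y axis). Dots are single arrays (blue, minimal medium in Cy5 by title; red, synthetic medium in Cy5; circles, replicate 1; squares, replicate 2), ticks the means and bars 1 SD; ARG1 lies lowest, at -3.52.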

An opposite tendency of abundant expression in nitrogen-poor conditions was observed among genes encoding proteins composing energy-related pathways, e.g. the citrate cycle (Figures 1 &4). 

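Of 25 genes chosen for the EC numbers of the citrate cycle in Figure 4, 14 were higher in nitrogen-poor medium and 11 lower, with a median log2 ratio of 0.24. After adjustment in limma, 14 were abundantly and 9 meagerly expressed, and 14 and 10 adjusted over the list alone. IDP2 (YLR174W) at 3.18 ± 0.26, MDH2 (YOL126C) at 2.26 ± 0.29 and SDH4 (YDR178W) at 1.77 ± 0.13 (SD, n = 4 arrays each) rose most. CIT2 (YCR005C) at -2.50 ± 0.08 and IDP1 (YDL066W) at -1.94 ± 0.14 (SD, n = 4 arrays each) were lower. The tally was not tested, and choosing by EC number does not separate isozymes that differ in cellular location.

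**Figure D3:**
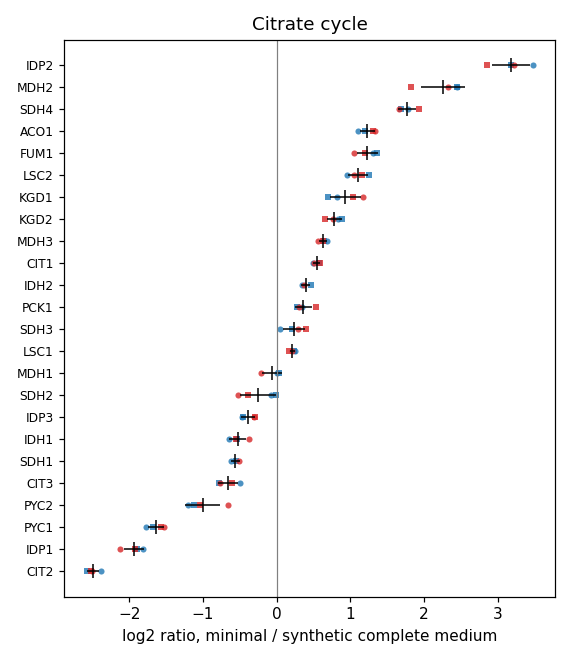
Log2 ratio of nitrogen-poor minimal over nitrogen-rich synthetic complete medium (x axis) for genes of the citrate cycle (y axis). Dots are single arrays (blue, minimal medium in Cy5 by title; red, synthetic medium in Cy5; circles, replicate 1; squares, replicate 2), ticks the means and bars 1 SD; the genes run from CIT2 at -2.50 to IDP2 at 3.18.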

Typically, enzymes catalyzing reactions occurring in opposite directions exhibited opposite regulation (Figure 2). Furthermore, we were able to more reliably characterize the expression of multiple genes coding for isozymes, isoforms with different cellular location and enzyme subunits (Figures 2, 3, 4).

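In glutamate metabolism, the genes for glutamate dehydrogenases that form glutamate moved apart, with GDH1 (YOR375C) at a log2 ratio of -0.86 ± 0.15 and GDH3 (YAL062W) at 1.33 ± 0.34 (SD, n = 4 arrays each), and GDH2 (YDL215C), for the enzyme of the reverse reaction, at -0.58 ± 0.31 (SD, n = 4 arrays). Glutamine synthetase GLN1 (YPR035W) at -0.94 ± 0.14 and glutamate synthase GLT1 (YDL171C), which consumes glutamine, at -0.30 ± 0.15 (SD, n = 4 arrays each) were both lower; 1 GLT1 array stood apart at -0.08. All of these had adjusted p-values under 0.05 from limma.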

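In the MTP-primed data, some isozyme genes differed in direction and others moved the same way. PYC1 (YGL062W) at -1.64 ± 0.11 and PYC2 (YBR218C) at -1.00 ± 0.24 were both lower (SD, n = 4 arrays each). AAT1 (YKL106W) at 1.09 ± 0.37 and AAT2 (YLR027C) at 0.75 ± 0.16 were both higher (SD, n = 4 arrays each). Other isozyme genes moved apart. Citrate synthase CIT1 (YNR001C) was higher at 0.54 ± 0.05 and CIT3 (YPR001W) lower at -0.66 ± 0.14 (SD, n = 4 arrays each). Of the aldehyde dehydrogenase genes, ALD3 (YMR169C) was at 1.413 ± 0.06 and ALD5 (YER073W) at -2.30 ± 0.08 (SD, n = 4 arrays each), while ALD6 (YPL061W) at 0.05 ± 0.04 (SD, n = 3 arrays) did not pass the study's threshold. Near-identical genes can share hybridization signal on spots of whole ORFs.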

**Table 2:** Comparison of oligo(dT) and MTP priming in terms of number of genes significantly differentially expressed in specific biological processes and metabolic pathways with the highest number of genes significantly differentially expressed (*P *≤ 0.05) in *S. cerevisiae *and *N. crassa*.

Process/pathway*	Oligo(dT)	MTP	Additional genes identified by MTP	Improvement (%)
*Saccharomyces cerevisiae*, nitrogen depletion				
Carbohydrate Metabolism	136	208	72	53
Amino Acid Metabolism	114	181	67	59
Lipid Metabolism	55	89	34	62
Metabolism of Cofactors and Vitamins	43	67	24	56
Energy Metabolism	37	62	25	68
Glycan Biosynthesis and Metabolism	28	58	30	107
Xenobiotics Biodegradation and Metabolism	28	52	24	86
Nucleotide Metabolism	31	49	18	58
Signalling	19	39	20	105
Metabolism of Other Amino Acids	20	36	16	80
Cell cycle	20	32	12	60
Biosynthesis of Secondary Metabolites	9	15	6	67
Folding, Sorting and Degradation	7	12	5	71
Replication and repair	8	8	0	0
Translation	2	2	0	0
Transcription	1	1	0	0

*Neurospora crassa*, protoperithecial development				
Carbohydrate metabolism	23	30	7	30
Translation	25	29	4	16
Amino acid metabolism	14	26	12	86
Lipid metabolism	8	19	11	138
Xenobiotics biodegradation and metabolism	5	17	12	240
Metabolism of other amino acids	3	11	8	267
Metabolism of cofactors and vitamins	3	10	7	233
Energy metabolism	9	8	-1	-11
Glycan biosynthesis and metabolism	0	5	5	**
Nucleotide metabolism	1	4	3	300
Biosynthesis of secondary metabolites	2	3	1	50
Signalling	1	1	0	0
Protein fate	0	1	1	**
Transcription	0	1	1	**

* The pathways and processes were identified using Kyoto Encyclopedia of Genes and Genomes (KEGG). For full list of *S. cerevisiae *pathways, see Additional File 3.

** biological process not identified by oligo(dT) primers as including any genes significantly differentially expressed by *N. crassa *protoperithecia.

**Figure 2:**
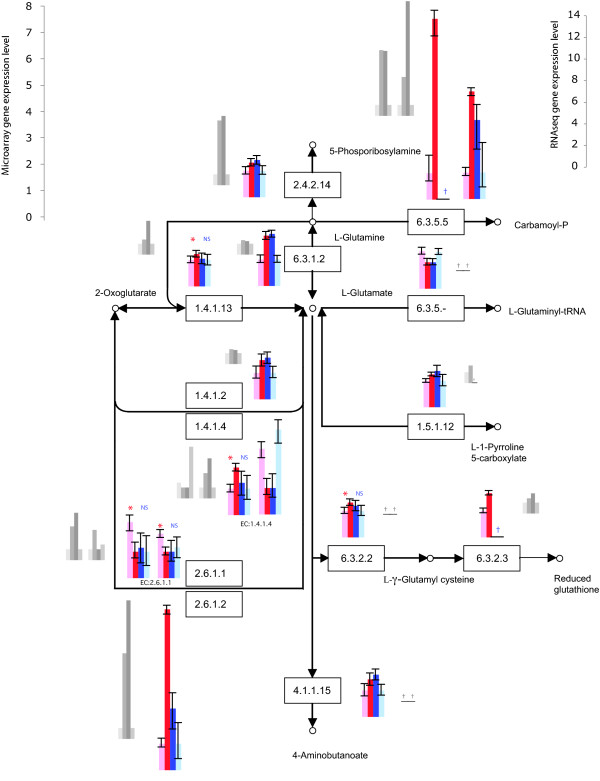
**Genes significantly differentially expressed (*P *≤ 0.05) by *S. cerevisiae *growing in nitrogen-poor (light red/blue) and nitrogen-rich (dark red/blue) conditions coding for enzymes involved in glutamate metabolism; identified by microarray using multi-targeted primers (red) or oligo(dT) primers (blue)**. The results were validated using RNA sequencing on Illumina platform (grey; bars in the same order as for microarray profiling). Error bars represent 95% credible intervals. NS - statistically insignificant difference (*P *> 0.05); * or lack of a symbol - significant difference in gene expression level (*P *≤ 0.05); † - microarray: not well measured; tag sequencing: not detected or too few tags for a statistical significance (*P *> 0.05).

**Figure 3:**
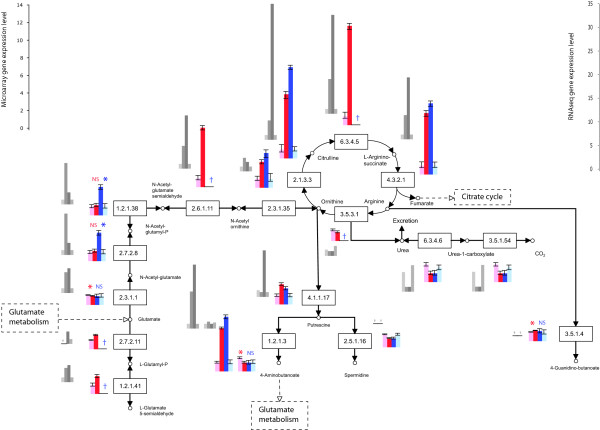
**Genes significantly differentially expressed (*P *≤ 0.05) by *S. cerevisiae *growing in nitrogen-poor (light colored bar) and nitrogen-rich (dark colored bar) conditions coding for enzymes involved in urea cycle and metabolism of amino groups; identified by microarray using multi-targeted primers (red) or oligo(dT) primers (blue)**. The results were validated using RNA sequencing on Illumina platform (grey; bars in the same order as for microarray profiling). Error bars represent 95% credible intervals. NS - statistically insignificant difference (*P *> 0.05); * or lack of a symbol - significant difference (P ≤ 0.05); † - not well measured.

**Figure 4:**
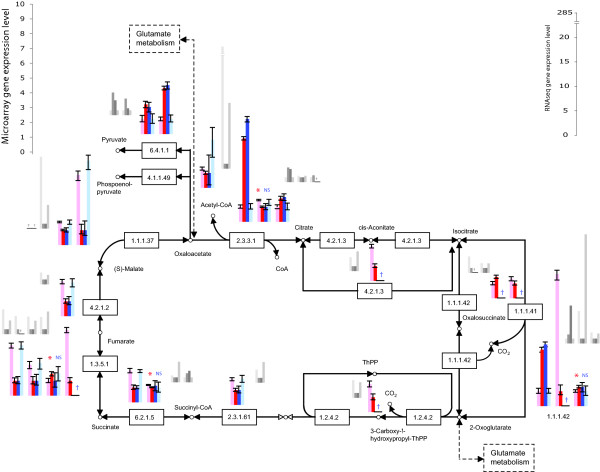
**Genes significantly differentially expressed (*P *≤ 0.05) by *S. cerevisiae *growing in nitrogen-poor (light red/blue) and nitrogen-rich (dark red/blue) conditions coding for enzymes involved in citrate cycle (TCA); identified by microarray using multi-targeted primers (red) or oligo(dT) primers (blue)**. The results were validated using RNA sequencing on Illumina platform (grey; bars in the same order as for microarray profiling). Error bars represent 95% credible intervals. NS - statistically insignificant difference (*P *> 0.05); * or lack of a symbol - significant difference (*P *≤ 0.05); † - not well measured.

A total of 561 genes identified as differentially expressed by the MTP experiment and 364 genes identified as differentially expressed by the oligo-dT experiment belonged to environmental stress response genes that were inferred by evaluating the transcriptional responses to a wide range of stress stimuli, including nitrogen depletion [25].

### RNA sequencing for assessment of transcript abundance in *S. cerevisiae *under nitrogen deficiency

To validate the microarray profiling results, we performed RNA tag sequencing with a modified Digital Gene Expression protocol that facilitated use of our custom oligonucleotide primers. We sequenced 6.0 × 10^5 ^16-17bp tags for yeast grown in nitrogen-rich conditions, primed with oligo-dT, out of which 2.7 × 10^5 ^exactly matched a single mRNA sequence in the *S. cerevisiae *genome. Similarly, we sequenced 1.3 × 10^6 ^tags from nitrogen deprived yeast, primed with oligo-dT, including 5.7 × 10^5 ^tags with an exact single match. We sequenced 3.8 × 10^6 ^and 1.3 × 10^6 ^tags, respectively, from yeast grown in nitrogen-rich conditions that had been MTP-primed; and 3.1 × 10^6 ^and 1.4 × 10^6^, respectively, for yeast deprived of nitrogen that had been MTP-primed. The MTP-primed sequencing yielded larger numbers of reads in all categories. The proportion of reads mapping to rRNAs and tRNAs was slightly increased with MTPs, but with both oligo-dT and MTP priming this proportion was negligible (<0.01% of all single matches, Table 3). MTPs also did not prime a less complex pool of mRNAs than do oligo-dTs. The coefficients of variation in number of tags across genes for the oligo-dT runs were 4.3 and 3.0, and the coefficients of variation for number of tags across genes for the MTP runs were 3.3 and 3.9, so that the pool of transcriptomic tag sequences returned when priming with MTPs were no more rarified than the pool of transcriptomic tag sequences returned when priming with oligo-dT.

**Table 3:** Overview of transcriptomic sequence reads, comparing numbers of matches to coding ORFs, rRNAs, and tRNAs.

	**Single match mRNA**	**Single match rRNA**	**Single match tRNA**	**Multiple matches**	**Unmatched**
Oligo-dT N-rich	266258	40	18	72849	258323
Oligo-dT N-poor	569310	38	12	99222	673334
MTP N-rich	1286862	438	18	1197105	1312253
MTP N-poor	1444282	1418	21	470558	1136358

We identified a higher number of well-measured genes for the MTP-based dataset than for the oligo-dT data (Table 4, see Additional File 4). In comparison to the significantly differentially expressed gene list from microarray profiling of yeast using oligo-dT primers, tag sequencing confirmed 35% of the genes with gene expression levels consistent between the two methods of measuring transcript abundance, but left 57% of the genes without statistically significant confirmation (*cf*. Figures 2, 3, see Additional File 5). In comparison to the MTP-primed microarray experiment, MTP-based tag sequencing confirmed 41% of the results, leaving 48% without statistically significant confirmation (Figures 2, 3, 4, see Additional File 5). Differences in the functional category of metabolism were validated. In particular, MTP identified 13 out of 24 mitochondrially encoded genes as statistically significantly differentially expressed. Oligo-dT identified none. Oligo-dT priming led to fewer than six tags in both conditions for 22 out of 24 mitochondrial ORFs. In contrast, with MTP, only nine ORFs show fewer than six tags. Furthermore, of those nine, five are considered dubious ORFs anyway (see Additional File 4).

**Table 4:** Overview of differential expression from transcriptomic tag sequencing, comparing results of oligo-dT and multi-targeted primers (MTPs) for reverse transcription.

	*Saccharomyces cerevisiae*		
Feature	Nitrogen depletion		
	
	Oligo (dT)	MTP	Common
Recorded genes	4858	5078	4710
Genes significantly differentially expressed (*P *≤ 0.05)	2272	2861	1437
Up-regulated genes (*P *≤ 0.05)	958	1437	522
Down-regulated genes (*P *≤ 0.05)	1314	1427	633
Highest gene expression ratio	166	284	
Average gene expression ratio	1.84	1.90	

### Quantitative RT PCR validation of microarray profiling and tag sequencing of yeast grown in nitrogen-poor conditions

To validate results of microarray and RNA sequencing using MTP, quantitative reverse transcription PCR (qRT-PCR) was performed (Table 5). 

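On the MTP-primed arrays, YDL244W (THI13) had a log2 ratio of nitrogen-poor over nitrogen-rich medium of 0.99 ± 0.14, YGR225W (AMA1) of 0.78 ± 0.14, YGR249W (MGA1) of 0.74 ± 0.16 and YMR025W (CSI1) of 0.60 ± 0.09 (SD, n = 4 arrays each), with adjusted p-values from limma between 3.43e-05 and 0.000174. YNR072W (HXT17) was lower at -0.31 ± 0.20 (SD, n = 4 arrays; adjusted p = 0.0153 from limma), and did not pass 0.05 when the second array with minimal medium in Cy5 or the first with synthetic medium in Cy5 was left out.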

Five genes were selected that were well measured by the microarray-MTP dataset but that did not produce enough signal in the microarray-oligo-dT dataset to be measured, and that showed the largest differences in expression between samples. In all five of these genes, differential expression in the direction predicted by the microarray-MTP dataset and the RNA-seq dataset was validated. 

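YKR053C (YSR3) had a log2 ratio of -2.43 ± 0.17 on the MTP-primed arrays and YFR034C (PHO4) of -0.51 ± 0.19 (SD, n = 4 arrays each). YLR126C was at 0.62 ± 0.10, YOR252W (TMA16) at 0.37 ± 0.08 and YMR003W (AIM34) at 0.32 ± 0.10 (SD, n = 4 arrays each). Their adjusted p-values from limma lay between 1.40e-06 and 0.00327.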

Five genes were also selected that showed the largest, statistically significant differences in the dataset of microarrays primed with MTPs, but that due to lower power showed no statistically significant difference in the dataset of microarrays primed using oligo-dT. In four of these five genes, differential expression in the direction predicted by the microarray-MTP dataset and the RNAseq dataset was confirmed. In the one exception, the qRT-PCR result contradicts the directional trend of all four previous measurements (microarray-MTP, microarray-oligo-dT, RNAseq-MTP, and RNAseq-oligo-dT). 

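Apart from YKR053C, changed 5.40-fold downward in the mean of the MTP-primed arrays, the genes of Table 5 for which the paper lists ratios from both array experiments were changed by 1.43-fold (YFR034C, downward), 1.54-fold (YLR126C), 1.29-fold (YOR252W) and 1.25-fold (YMR003W).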

Genes that were well measured in both array experiments but that were statistically significant due to the increased power of the MTP-based profiling had generally exhibited fairly low fold changes. Similarly low differences in expression in the same direction were detected by qRT-PCR, confirming the validity of MTP approach.

**Table 5:** Validation of microarray and RNA sequencing of yeast grown in nitrogen poor (MM) and nitrogen rich (SC) conditions using Real Time RT PCR.

	Microarray				RNA sequencing				RT PCR	
Gene ID	MTP		oligo(dT)		MTP		oligo(dT)		MTP	Oligo(dT)
	Ratio MM/SC	p value	Ratio MM/SC	p value	Ratio MM/SC	p value	Ratio MM/SC	p value	Ratio MM/SC	Ratio MM/SC
YDL244W	1.98	0.00			3.16	0.11			28.94	39.62
YGR225W	1.72	0.00			7.65	0.00			4.08	3.13
YGR249W	1.66	0.01			5.80	0.00			4.79	8.20
YMR025W	1.51	0.00			3.96	0.15			2.10	1.57
YNR072W	-1.24	0.05			-6.32	0.00			-2.34	-1.36
YFR034C	-1.42	0.02	-1.25	0.10	-9.08	0.00	-6.41	0.08	1.30	1.24
YKR053C	-5.37	0.00	-1.88	0.14	-2.16	0.00	1.15	0.51	-2.10	-2.05
YLR126C	1.54	0.00	1.36	0.11	5.54	0.05	1.40	0.42	1.58	1.95
YMR003W	1.25	0.01	1.11	0.26	7.91	0.01	2.65	0.08	1.03	1.95
YOR252W	1.29	0.01	1.03	0.46	6.33	0.00	1.54	0.10	1.99	1.54

### Microarray mRNA profiling of *Neurospora crassa *undergoing sexual development

The MTP for the *N. crassa *was designed targeting 9846 protein-coding ORFs. Sequence VWNVNNBDKGGC was reverse complementary to 12-nt sequences found one or more times in 85% of the predicted mRNAs, one time in one tRNA, and one time in one rRNA. The MTP was incorporated into an experiment to quantify gene expression in mycelia and protoperithecia formed by the fungus during growth on nitrogen-poor medium, and the results were compared with transcript profiling using solely oligo-dT-based reverse transcription. Application of multi-targeted primers increased the number of well-measured genes by 331% (Table 1, see Additional File 6). The number of genes identified as significantly differentially expressed in *N. crassa *protoperithecia rose by 136%. The highest and the average gene expression ratio estimated based on the MTP-based experiment were lower than for data obtained with only oligo-dT primers (Table 1). The GEL_50 _value was similar when MTPs were included, compared to when only oligo-dT primers were included. However, 38% more genes were detected as differentially expressed in the MTP experiment above the GEL_50 _threshold than were differentially expressed above the GEL_50 _threshold in the experiment primed with oligo-dT primers alone (Table 1). Thus, more gene expression levels were precisely estimated with MTPs, even though in this case there was not a finer level of resolution for small changes in gene expression.

### Functional classification of genes significantly differentially expressed by *N. crassa *protoperithecia

Within each of the functional groups of protein synthesis, transcription, energy, and genes of unknown function, a higher proportion of genes were meagerly expressed in *N. crassa *protoperithecia than were abundantly expressed (Figure 1b). While the functional classifications with the highest number of genes significantly differentially expressed in protoperithecia were the "unknown" functional category or were metabolism-related, the oligo-dT-primed experiment indicated that genes involved in protein synthesis were significantly affected by sexual development (Fisher's Exact test, *P *= 2 × 10^-6^). Application of MTPs for *N. crassa *microarray profiling additionally identified the functional categories of metabolism (*P *= 0.003) and energy (*P *= 0.03) as including a higher proportion of genes differentially expressed in protoperithecia. Enzymes involved in fatty acid metabolism were frequently abundantly expressed in *N. crassa *protoperithecia as compared to mycelia (Figure 5), while genes coding for ribosomal proteins were generally meagerly expressed (see Additional File 7). Microarray hybridizations performed with MTP-based reverse transcription identified 1 to 12 more genes involved in each biological process than did microarrays performed using oligo-dT primers only (Table 2). MTPs outperformed oligo-dT primers most strikingly in their ability to reveal differentially expressed genes in the category of unknown and unclassified proteins (Figure 1b). A gene involved in control of sexual development, encoding clock controlled pheromone *ccg-4 *precursor, was among genes differentially expressed in *N. crassa *protoperithecia (see Additional File 6).

**Figure 5:**
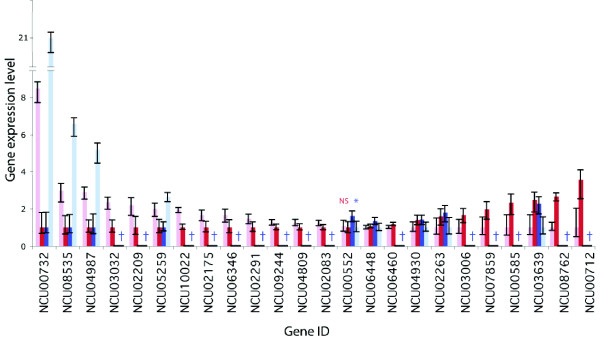
**Genes significantly differentially expressed (*P *≤ 0.05) by *N. crassa *protoperithecia (light red/blue) and mycelium (dark red/blue) coding for enzymes involved in fatty acid metabolism; identified by microarray using multi-targeted primers (red) or oligo(dT) primers (blue)**. Error bars represent 95% credible intervals. NS - statistically insignificant difference (*P *> 0.05); * or lack of a symbol - significant difference (*P *≤ 0.05); † - gene not well measured.

## Discussion

Our multi-targeted priming method features selective targeting of multiple genomic sequences and counter-selection against undesirable sequences. For genome-wide gene expression assays, the addition of multi-targeted primers offers the potential for improving the coverage of the reverse transcription. Reverse transcription reactions are fairly nonspecific: transcription may be primed by non-complementary primers, other RNA molecules present in the sample, and even by dNTPs [8], so the priming strategy selected may be expected to play a significant role in determining the results obtained. For instance, commonly-used oligo-dT primers generate a high frequency of truncated cDNAs through internal poly-A priming [26]. We demonstrated that addition of MTP to commonly used oligo-dT primers for yeast and *N. crassa *microarray profiling substantially increased the number of well measured genes recorded after data normalization as well as the number of genes significantly differentially expressed, compared with the sole use of oligo-dT primers (Table 1). Additionally, MTP-based profiling manifested higher statistical power as demonstrated by lower value of GEL_50_, a measure of empirical power to reveal differences in gene expression [27], in the *S. cerevisiae *experiment.

High-throughput RNA tag sequencing validated our findings. It confirmed the utility of MTPs, combined with oligo-dT column purification, for priming reverse transcription reactions, yielding an increased number of detected and well measured genes, compared to oligo-dT primers alone (Table 3). Priming using MTPs, we were able to corroborate gene expression levels for a higher number of genes than when priming with oligo-dT (41% and 35%, respectively; Figures 2, 3, 4). To explain this result, note that both traditional oligo-dT and MTP priming provide biased counts and profile only a proportion of the total RNA pool. Some genes that are poorly primed by oligo-dT primers are those that have protected poly-A tails due to foldback structures; other genes, such as histones in metazoan DNA, have no poly-A tail. In a particuliarly clear case for yeast, it has been demonstrated that many to all of the 24 putative and known mitochondrial mRNAs are not stabilized by a poly-A tail [28-31]. For these genes, MTPs were successful at priming and revealing gene expression differences, whereas oligo-dT primers were not. Some genes feature multiple sites for priming by MTPs, leading to greater power for the detection of differential expression for those genes. However, the effect of multiple priming is modest, mostly increasing the chance of a gene being well measured. The equivalent coefficients of variation of our transcriptomic tag sequencing runs indicate that the complexity of the mRNA pool with either priming strategy is approximately the same. The advantage of adding MTPs obtains because the reverse transcription biases for each method of priming are different. In combination, they exhibit greater coverage than either would individually. Based on our high-throughput transcript sequencing data, MTPs might yield slightly better coverage of expressed sequences than oligo-dT. In terms of false negatives in the high-throughput transcript sequencing, MTP priming exhibited a lower false-negative rate (248 not detected by MTP mix that were detected by oligo-dT alone) than did oligo-dT priming alone (368 not detected by oligo-dT that were detected by MTP). 

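Between MTP-primed arrays of the same dye orientation, Pearson's r of the log2 ratios across genes was 0.9598 and 0.936, and Spearman's rho was 0.935 and 0.905. Between arrays of opposite orientation r lay from 0.898 to 0.934 and rho from 0.828 to 0.889. Between 5342 and 5865 ORFs entered these pairs, and genes are not independent replicates.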

Correlations between replicate tag sequencing results and between replicate MTP-based microarray results were similar. Next generation RNA tag sequencing offers a promise of increasing power, depth, and sensitivity of gene expression analysis, but even a limited depth of RNA sequencing remains costly compared to a highly replicated experiment using microarrays generated in the lab.

Finally, qRT-PCR validated the results based on MTP-priming. It confirmed that genes identified as well measured or as significantly differentially expressed only by MTP-primed microarray, had changed in expression in the direction revealed by the MTP-primed experiments, regardless of the primer combination used. This observation suggests that incorporating MTPs increases the power for detection of differential expression by microarrays, by increasing the coverage of the priming of reverse transcription while maintaining low noise due to nonspecific priming. Logistic regressions showed some evidence that genes with more priming sites were measured with increased power with MTPs applied than genes with fewer MTP priming sites, but this observation was true (albeit to a lesser extent) for oligo-dT priming as well. This commonality may well arise because longer genes have more MTP sites and are better measured with either MTPs or oligo-dT primers. Considering the 4762 observations underlying these effects, their statistical significance is unsurprising. The effect sizes are not large. It would be possible to procedurally minimize the variation in the number of MTP sites, but effectively, this minimization of variation would entail searching for MTPs that were less powerful for some genes. That would be counter-productive to the effort to measure genome-wide gene expression for as many genes as possible to the best precision possible. Because such gene-specific effects exist at approximately the same levels no matter the method of priming, decent statistical approaches toward microarray data have featured effects estimated for each gene, thus providing P-values and confidence or credible intervals that appropriately reflect the variation in power across genes. Markedly successful enhancement of the power of transcriptomic approaches was achieved here by usage of MTPs subsequent to a crude filtration provided by poly-A+ purification columns, which typically bring the RNA content to approximately 50% poly-A+ RNA and 50% other RNA [32,33]. An alternate approach with potential to further increase power would be to forego any column purification of poly-A+, relying solely on MTPs to pick out messenger RNA from other species of RNA.

Functionally, inclusion of MTPs provided a more complete picture of cellular processes undergoing change during fungal growth in nitrogen deficient conditions and in early sexual development. Interestingly, the most striking difference in the ability to detect genes differentially expressed between MTPs and oligo-dT primers was observed among *N. crassa *unknown and unclassified genes (Figure 1b). Genes expressed at a low level have a lower probability of being identified and characterized than those expressed at a higher level [34]. Only 42% of genes in *N. crassa *genome have been assigned known functions [35] so identifying their expression signatures and inferring functional classification are key objectives of future experimentation [36]. The increased levels of yeast transcripts coding for enzymes involved in the TCA cycle observed here (Figure 4) supports a finding that the content of TCA cycle compounds increases during yeast starvation [37]. Both carbon and nitrogen limitation have been shown to enhance respiration relative to fermentation in yeast [21,38]. Amino acid metabolism was strongly affected by exposure to nitrogen deficiency, as in the filamentous fungus *Magnaporthe grisea *[17]. Prevalent down-regulation of glutamate metabolism pathway (Figure 2) was in accordance with decline of total glutathione pool found in nitrogen-starved *S. cerevisiae *[39]. Similarly, the urea cycle was down-regulated, with an exception of the branch responsible for urea degradation (Figure 3). Urea amidolyase, the enzyme corresponding to that branch, contains both urea carboxylase and allophanate hydrolase activities. It also converts allantoin to ammonia and carbon dioxide, enabling *S. cerevisiae *to use allantoin as a sole nitrogen source [40]. The urea cycle operates in terrestrial animals to detoxify ammonia, and in yeast plays a principal role in the biosynthesis of arginine. Within these pathways, we were able to characterize expression of multiple isozymes and isoforms (Figures 2, 3, 4) providing a key component of a full understanding of expression regulation in nitrogen-deficient medium. The general trend of shutting down amino acid biosynthesis and metabolism appears essential for survival during prolonged periods of starvation. These results from our experiments are entirely consistent with a functional category analysis of independent data from the unreplicated time-course experiment by Gasch et al. [25].

A number of genes abundantly expressed by yeast during growth in nitrogen-poor conditions are components of the environmental stress response that was characterized by evaluating the transcriptional responses to a wide range of stress stimuli, including nitrogen depletion [25]. The remaining genes might be involved in immediate responses specific to nitrogen limitation, but many are likely associated with transitive effects that occur over time, such as successive nutrient depletion, pH change, cell density, and growth arrest. The finding that development-related genes were significantly affected in our study may be related to growth arrest or to a morphological switch from the yeast to a filamentous or pseudohyphal growth triggered by nitrogen starvation in the presence of a fermentable carbon source, such as glucose [41]. Nutrient and nitrogen sensing plays important roles in fungal development in general, and specifically in critical aspects of pathogenicity and virulence, for both animal and plant pathogens. Dimorphic pathogens such as the phytopathogenic smut fungi, *Ustilago maydis *and *Microbotryum violaceum*, must switch from a yeast-like to a filamentous form in order to cause disease [42].

*N. crassa *protoperithecia consist of a small knot of vegetative hyphae surrounding ascogonial cells. Their formation requires extensive cell proliferation. Thus, it was not surprising to find a large proportion of differentially expressed genes involved in metabolism, especially carbohydrate metabolism (Table 2), providing energy and the robust structural components necessary for specialized cell formation. The shift in transcript accumulation of genes involved in fatty acid metabolism (Figure 5) supports previous observations that the fatty acid composition of sexual tissues of *Neurospora *differ substantially from the composition of asexual tissues. For instance, mutations in the gene encoding the b-fatty acid synthase affect sexual development [43]. On the other hand, we expected to identify known developmental genes responsible for the formation of protoperithecial reproductive structures, but the number of genes significantly differentially expressed involved in the functional category of development was very low. One of them coded for clock controlled pheromone *ccg-4 *precursor which had been first identified as a gene that is expressed with a 22 h rhythm under the control of the circadian biological clock [44]. The expression of the pheromone precursor genes is mating-type specific and is under the control of the mating type locus. These genes are highly expressed in conidia and under conditions that favor sexual development [45].

We found a reduced level of transcripts related to protein synthesis (Figure 1, see Additional File 7) in both *S. cerevisiae *under nitrogen starvation and in *N. crassa *sexual development occurring as a developmental response to nitrogen depletion. Ribosome biogenesis and protein translation are among the most energy-consuming cellular processes [46]. Thus, these pathways are tightly controlled upon nutrient limitation. Decreasing levels of protein, RNA and soluble aminonitrogen were observed during protoperithecia development as early as 1975 [47]. Additionally, ribosomes are rapidly degraded by autophagy upon nutrient starvation in *S. cerevisiae*, implying that degradation of excessive ribosomes may help to shut down protein translation rapidly and provide an important source of new building blocks to maintain cellular homeostasis [48].

The MTPs used in this study were designed to prime 76-85% of mRNAs rather than all the genes, so that reverse transcription of rRNA and tRNA could be simultaneously minimized. An additional step of primer design could be conducted to specifically target the remaining sequences to eliminate or further diminish the need to rely on low-complexity, low-specificity oligo-dT primers. For transcript profiling in prokaryotes, such a tiered approach would constitute an appealing alternative to the use of non-specific random primers. Correspondingly, the modification of Illumina massively parallel RNA tag sequencing presented here, involving the use of custom primers, presents the possibility of performing Digital Gene Expression assays on transcriptomes lacking poly(A) tails or on a designable fraction of all the genes. Furthermore, future applications of multi-targeted primers may include concurrent selective amplification of DNA sequences of interest from one or multiple genomes for the high-throughput sequencing of multiple homologous loci. Locked nucleic acid nucleotides could be included in the MTP sequence to increase binding strength and specificity, and to decrease non-specific amplification [49].

## Conclusions

Here we presented a novel priming strategy for genome-wide gene expression assays, featuring selective targeting of mRNA and counter-selection against rRNA and tRNA. We demonstrated superior performance of two MTPs compared to oligo-dT by microarray profiling of the response of *Saccharomyces cerevisiae *to nitrogen deficiency and by profiling *Neurospora crassa *early sexual development. MTPs resulted in higher sensitivity, yielding more well measured genes after data normalization, more genes significantly differentially expressed, and a greater power to detect meager differences in gene expression. Our results provide the most complete and detailed expression profiles of the nitrogen starvation response to date. Future applications of multi-targeted primers may include concurrent selective amplification of DNA sequences of interest from one or multiple genomes for the high-throughput sequencing of multiple homologous loci.

## Methods

### Multi-targeted primers (MTPs)

Sequences for all three types of RNA were obtained from the *Saccharomyces *Genome Database [50] and the *Neurospora crassa *Genome Database [35]. To identify a degenerate sequence that occurs in a maximal number of mRNAs and in a minimal number of tRNAs and rRNAs, exhaustive search is not a feasible option as there are 16^12 ^such degenerate sequences. Our heuristic search started with a random degenerate 12-mer oligonucleotide. Iteratively, this oligonucleotide was randomly mutated and a score was computed as *m/(m*_t _* (1 + t + r)), where *m*, *t*, and *r *are the number of hits of the degenerate sequence to the annotated mRNAs, tRNAs, and rRNAs, respectively, and *m*_*t *_is the total number of annotated mRNAs. If a randomly generated number (0-1) was smaller than the ratio of the new score to the previous, raised to the power of ten, then the new oligonucleotide was kept. Otherwise, it was discarded. This procedure was iterated so that the oligonucleotide experienced 2*10^6 ^mutations before the search was terminated. To ensure convergence upon a globally optimal priming sequence, several different random initial sequences were used.

Each new oligonucleotide obtained was recorded. From the ranked list, we selected a high-scoring sequence that additionally showed strong binding (GC) in the 3' end. The MTP primer was designed to be reverse-complementary to the selected dodecanucleotide.

### Yeast strain and conditions

*Saccharomyces cerevisiae *S288c was grown in synthetic complete medium (SC) at 30°C shaking at 160 rpm until mid log phase (OD_600 _= 0.4). For nitrogen depletion, cells were collected and resuspended in an equal volume of minimal medium without amino acids or adenine and with limiting concentrations (0.025%) of ammonium sulfate. Cultures were harvested after 12 h incubation, flash frozen in liquid nitrogen and stored at -80°C [25].

### Sample preparation and hybridization to yeast microarrays

A set of clones containing 6,188 verified open reading frames (ORFs) from the *Saccharomyces *Genome Project was amplified by PCR and the DNA was spotted on CMT-GAPS γ-aminopolysilane-coated glass slides (Corning, Corning, NY). RNA was extracted and cDNA synthesized as in Townsend et al. [51]. Briefly, two μg of purified mRNA were reverse transcribed using the reverse transcriptase Superscript II (Invitrogen, Carlsbad, CA) for 2 h at 42 C. The reaction was primed with either 0.5 μg oligo-dT primers or 0.25 μg oligo-dT mixed with 0.25 μg of yeast-specific MTP. Amino-allyl-dUTP (Sigma) was incorporated into cDNA along with dNTPs. The cDNA was labeled reciprocally with cyanine dyes and used for hybridization as Townsend et al. [51]. The cDNA from yeast cultured in nitrogen-rich and the cDNA from yeast cultured in nitrogen-depleted medium were reciprocally labeled and competitively hybridized. All replicates originated from independent reverse transcription reactions.

### Data acquisition and analysis

Hybridized microarrays were scanned and gridded with a GenePix 4000B microarray scanner (Axon Instruments, Foster City, CA), normalized by background-subtracted mean-by-mean normalization of well measured spots as in [51,52], and statistically analyzed using a Bayesian analysis of gene expression levels (BAGEL [53]). Fluorescence intensity values were adjusted by subtracting background from foreground. A gene was considered well measured if the foreground fluorescence signals were higher than three standard deviations of the distribution of intensities of the background pixels for that gene. Genes were deemed significantly differentially expressed when *P *≤ 0.05. To assess the power of the experiments to detect smaller differences in gene expression, the gene expression level at which there was a 50% empirical probability of a significant call (GEL_50_) was inferred by logistic regression of statistical significance against fold-change as in Townsend [27]. Functional annotation was performed based on the *Saccharomyces *Genome Database [50] and Kyoto Encyclopedia of Genes and Genomes (KEGG) [54]. Significance of abundantly differentially expressed functional categories was calculated using a Fisher's exact test. Raw expression data and analysis results are deposited under accession #25 at the Filamentous Fungal Gene Expression Database (FFGED) [36,55] and under accession GSE230003 at the NCBI Gene Expression Omnibus (GEO) database [56].

### Transcriptional tag sequencing of yeast in nitrogen-poor conditions

Digital Gene Expression (DGE) measurement was performed using Tag Profiling with *Dpn*II Sample Prep Kit (Illumina, San Diego, CA). Oligo-dT priming was performed as instructed using 2.5 μg of the same total RNA that was extracted from *S. cerevisiae *for microarrays. For multi-targeted priming, mRNA was purified on Oligo-dT Cellulose Columns (Molecular Research Center, Cincinnati, OH) and 2 μg were used for reverse transcription with 0.5 μg 5'-amine yeast-specific MTP and 5 mC dNTP 10 mM each (Illumina). The resulting first strand cDNA was cleaned with Microcon-30 microconcentrators and coupled to Sera-Mag^® ^magnetic carboxylate microparticles (Seradyn, Indianapolis, IN). cDNAs was immediately subjected to second strand synthesis and sequencing library preparation with the Illumina kit. Samples were then sequenced on an Illumina Genome Analyzer II. Raw sequence reads of transcript tags are deposited under accession #67 at the FFGED [36,55].

### Transcript tag analysis

The DGE protocol used generates 16-17 nt tags ligated to adapters. RNA sequencing produced reads of 28 bp. After discarding the included adapter sequence, we searched for perfect matches of the tag sequence in the *S cerevisiae *genome. Statistical significance was calculated by estimating the proportion *p *of tags per gene by maximum likelihood (maximizing *p*^*n *^(1-*p*)^*N*^^-^^*n *^where *n *is the number of tags observed for the gene and *N *is the total number of tags for all genes), and comparing the likelihood of the observed numbers of tags with a single maximum likelihood proportion for both samples (*p*) to the likelihood of the observed numbers of tags with two independent maximum likelihood proportions (*p*_1 _and *p*_2_, one for each sample). To estimate *P*-values, negative two times the log likelihood ratio was compared to a chi-square distribution with one degree of freedom. Statistical results for transcript tag analysis are deposited under accession #67 at the FFGED [36,55].

### Real Time RT-PCR validation of yeast microarray and RNA sequencing results

To validate results of yeast microarrays and RNA sequencing, ten genes were selected whose expression was well measured in the MTP-based experiment, but not well measured or insignificant in the oligo-dT experiment. An equal amount (2 μg) of mRNA, as had been used for microarray profiling, was reverse transcribed with Superscript II reverse transcriptase (Invitrogen, Carlsbad, CA) and 0.25 μg oligo-dT mixed with 0.25 μg yeast-specific MTP or 0.5 μg oligo-dT. Relative transcript abundance was measured using gene specific primers (see Additional File 8) and SYBR Green PCR Master Mix (Applied Biosystems, Carlsbad, CA). The reaction was run on Applied Biosystems 7500 Fast Real-Time PCR System according to manufacturer's recommendations. A gene coding for mitochondrial ribosomal protein of the small subunit (YDR175C), whose expression did not change in the microarray experiment, was used as endogenous control. Transcript levels were calculated from triplicates within one plate using the comparative C_T _(ΔΔC_T_) method (ABI application notes, Guide to Performing Relative Quantitation of Gene Expression Using Real-Time Quantitative PCR).

### Induction of *Neurospora crassa *sexual development

*Neurospora crassa *(mat A) obtained from Fungal Genetics Stock Center (strain 2489) was grown on nitrogen-poor synthetic cross medium (SCM) agar plates with 1.5% sucrose as carbon source, at room temperature under natural light. The mycelium was flash frozen by application of liquid nitrogen, then harvested after 18 hours growth. Protoperithecia were similarly harvested, after 6 days.

### Transcript profiling of *Neurospora crassa *protoperithecia

Total RNA was extracted from homogenized frozen tissue and mRNA was purified with TRI REAGENT and Oligo-dT Cellulose Columns (Molecular Research Center). Reverse transcription, data acquisition and analysis were conducted as for *S. cerevisiae*. The cDNAs were hybridized [57] to whole-genome-spotted 70-mer *N. crassa *microarrays [58]. Samples from *N. crassa *mycelia and protoperithecia were competitively hybridized. Each experiment consisted of a dye-swap and an additional replicate hybridization. Functional classification was based on MIPS *Neurospora crassa *Genome Database [52] and KEGG [54]. Raw expression data and analysis results are deposited under accession #2 at the FFGED [36,55] and under accession GSE23003 at the NCBI GEO database [56].

## Authors' contributions

JPT, AA, and TAC conceived and designed the experiments. JPT and FLP designed and developed the MTP algorithm. AA and TAC performed the microarray profiling. AA performed RNA tag profiling. ZW performed Real Time PCR validations. AA, JPT and FLP analyzed the data. AA and JPT wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Number of MTP priming sites in *S. cerevisiae *genes**. Table of the number of MTP priming sites in *S. cerevisiae *genes Click here for file

Additional File 2 **Microarray profiling results comparing *S. cerevisiae *grown in nitrogen rich (SC) or poor (MM) conditions using oligo(dT) and multi-targeted primers (MTPs) for reverse transcription**. Table of microarray profiling results comparing *S. cerevisiae *grown in nitrogen rich (SC) or poor (MM) conditions using oligo(dT) and multi-targeted primers (MTPs) for reverse transcription. For each priming method for each gene, relative gene expression levels in SC and MM, the additions and subtractions for those levels to demarcate 95% credible intervals, and the p-value for the direction of difference observed are reported. Click here for file

Additional File 3 **Comparison of oligo(dT) and MTP priming in terms of number of genes significantly differentially expressed in specific biological processes and metabolic pathways**. Table listing biological processes and metabolic pathways with the highest number of genes significantly differentially expressed (P ≤ 0.05) in *S. cerevisiae *and *N. crassa*, the number of genes differentially expressed as detected by oligo(dT)-primed and MTP-primed reverse transcription and microarray hybridization, the number of additional genes identified by MTP, and the percent improvement by MTP. Click here for file

Additional File 4 **Number of aligned reads recorded for each gene with oligo(dT)-primed and MTP-primed RNA tag sequencing of *S. cerevisiae *grown in nitrogen rich (SC) or poor (MM) conditions**. Table listing each ORF, the number of oligo(dT) primed reads aligning from nitrogen poor (MM) conditions, the number of oligo(dT) primed reads aligning from nitrogen rich (SC) conditions, the number of multi-target primed reads aligning from nitrogen poor (MM) conditions, and the number of multi-target primed reads aligning from nitrogen rich (SC) conditions Click here for file

Additional File 5 **Comparison of transcript profiling of *S. cerevisiae *grown in nitrogen rich (SC) or poor (MM) medium obtained with microarray or RNA tag sequencing using MTP or oligo(dT) primers**. Table listing *S. cerevisiae *ORFs and results of both microarray and RNA tag sequencing by both MTP and oligo(dT) priming. Results listed for each platform and priming methodology are the fold change of MM/SC and the p-value. Click here for file

Additional File 6 **Microarray profiling results for *N. crassa *undergoing sexual development when multi-targeted primers or oligo(dT) primers were used for reverse transcription**. Table listing the Broad ID and MIPS ID of well-measured genes in *N. crassa *protoperithecia (PP) and mycelium (Myc), relative expression levels, additions and subtractions for 95% credible intervals, and p-value, when multi-targeted primers (MTP) or oligo(dT) primers were used for reverse transcription. Click here for file

Additional File 7 **Comparison of expression levels of ribosomal genes in *Neurospora crassa***. Table of ribosomal genes and their fold change in expression in protoperithecia over mycelium, as measured by two-color microarray hybridization of oligo(dT)-primed cDNA and multi-target-primed cDNA. Click here for file

Additional File 8 **Sequences of primers used for Real Time RT-PCR**. Table listing the gene measured, and the forward primer and reverse primer used. Click here for file

# Supplementary material for: Multi-targeted priming for genome-wide gene expression assays
**Source:** BMC Genomics. 2010 Aug 17;11:477. doi: 10.1186/1471-2164-11-477
**Supplement:** Additional File 7 — Comparison of expression levels of ribosomal genes in Neurospora crassa. Table of ribosomal genes and their fold change in expression in protoperithecia over mycelium, as measured by two-color microarray hybridization of oligo(dT)-primed cDNA and multi-target-primed cDNA.

**Supplementary Table** Comparison of expression levels of ribosomal genes in *Neurospora crassa*, estimated usingoligo(dT) primers and multi-targeted primers (MTP).

| Gene ID | Gene function | Oligo (dT)* | MTP* |
| --- | --- | --- | --- |
| NCU01452 | 40S ribosomal protein S1 | -1.67 | - |
| NCU06432 | 40S ribosomal protein S12 | -2.32 | -2.54 |
| NCU00971 | 40S ribosomal protein S15 | -1.64 | -1.73NS |
| NCU07014 | 40S ribosomal protein S17 | -1.77 | - |
| NCU06047 | 40S ribosomal protein S2 | -2.05 | -1.78NS |
| NCU06892 | 40S ribosomal protein S20 | -2.47 | -1.12NS |
| NCU01552 | 40S ribosomal protein S23 | -1.83 | -1.81 |
| NCU07182 | 40S ribosomal protein S24 | -1.95 | -1.42NS |
| NCU09476 | 40S ribosomal protein S25 | - | -2.51 |
| NCU04552 | 40S ribosomal protein S26E | - | -2.16 |
| NCU02181 | 40S ribosomal protein S4 | -1.83 | -2.08 |
| NCU00258 | 40S ribosomal protein S7 | -2.07 | -2.12 |
| NCU01949 | 40S ribosomal protein S9 | - | -1.85 |
| NCU00294 | 60S acidic ribosomal protein P1 | -1.72 | -2.06 |
| NCU01317 | 60S acidic ribosomal protein P2 | -1.87 | -1.69NS |
| NCU05554 | 60S ribosomal protein L10a | -2.30 | -1.91 |
| NCU01221 | 60S ribosomal protein L12 | -2.82 | -2.37 |
| NCU03703 | 60S ribosomal protein L13 | - | -1.81 |
| NCU06226 | 60S ribosomal protein L16 | - | -1.85 |
| NCU01827 | 60S ribosomal protein L17 | -2.24 | -1.91 |
| NCU03806 | 60S ribosomal protein L25 | -1.47NS | -1.56 |
| NCU06843 | 60S ribosomal protein L27 | -2.75 | -2.11 |
| NCU08963 | 60S ribosomal protein L28 | -1.94 | -1.86 |
| NCU01966 | 60S ribosomal protein L3 | - | -1.45 |
| NCU03635 | 60S ribosomal protein L30 | -1.69 | -1.96 |
| NCU07562 | 60S ribosomal protein L37 | - | -1.67 |
| NCU04331 | 60S ribosomal protein L38 | - | -1.87 |
| NCU07829 | 60S ribosomal protein L43 | - | -1.85 |
| NCU04779 | 60S ribosomal protein L5 | -1.80 | 1.22NS |
| NCU08960 | 60S ribosomal protein L7 | -2.00 | -1.85 |
| NCU00979 | 60S ribosomal protein L8 | -2.05 | -1.07NS |
| NCU00489 | cytoplasmic ribosomal protein subunit S3 | -2.82 | -1.83NS |
| NCU03102 | hypothetical protein | -2.24 | -1.96 |
| NCU03302 | hypothetical protein | -1.93 | -1.93NS |
| NCU03565 | hypothetical protein | - | -1.78 |
| NCU06210 | hypothetical protein | - | -2.02 |
| NCU04553 | similar to monoubiquitin/carboxy extension protein fusion | -1.61 | -1.79 |

*Fold changes expressed as ratio of gene expression level in protoperithecia over mycelium.

NS statistically insignificant difference in gene expression level (p>0.05)

# Supplementary material for: Multi-targeted priming for genome-wide gene expression assays
**Source:** BMC Genomics. 2010 Aug 17;11:477. doi: 10.1186/1471-2164-11-477
**Supplement:** Additional File 8 — Sequences of primers used for Real Time RT-PCR. Table listing the gene measured, and the forward primer and reverse primer used.

**Supplementary Table S8** Sequences of primers used for Real Time RT-PCR

| Gene ID | Forward primer | Reverse primer |
| --- | --- | --- |
| YDL244W | CCAATCCTTCGGATGTCACT | TGAATGGTTCGTCCAACAAA |
| YDR175C | TCTCTCGGGGTAATTTGTGG | TGCTGAAAAAGCTGGTCCTT |
| YFR034C | CGACGAGCTGAACAGTCAAG | TCCATACCTTCCACCAGCTC |
| YGR225W | CGTGTATTGGATGCACCTTG | TATACGGAGCAACCCAGTCC |
| YGR249W | CTCCACTCCATTTCCCTCAA | TCCAAAGCTTGCCTTTCACT |
| YKR053C | GTGTAGCATGGGGCTTGTTT | GGTTAACCAGTCGCTGCAAT |
| YLR126C | GAAGGTGGGGTTGTGTCACT | TTGACGCCCAATTTTGGTAT |
| YMR003W | CACAACAATTCTCCGGCATA | AAAGCTCAAGTGGCTCTTCG |
| YMR025W | AAGTGCTCACCCAATTGACC | AGGATAATTTCCGCGCCTAT |
| YNR072W | TTGGGCTTTGCTTTTTATGG | GGCCTCTTCGTGTCTCTCAC |
| YOR252W | AACAGGCCACCAAGCAATAG | TTCGCATCACTCAAGTCTGG |

How the deposited data were processed for this re-analysis (not part of the article)

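The experiment compared yeast in nitrogen-poor minimal medium with yeast in nitrogen-rich synthetic complete medium on 4 two-color arrays primed with oligo-dT and MTP, 2 in each dye orientation. Cultures were grown at 30 C, and the nitrogen-poor treatment lasted 12 h. The authors scanned the arrays, subtracted background, normalized well measured spots by their mean and deposited the result as a log2 ratio per ORF and array. Spots that were not well measured carry no value. No scanner intensities were used here, so the background correction and the normalization are the authors' own and could not be varied beyond centering and scaling the arrays.

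The deposited table lists 6301 ORFs. The log2 scale and the direction were settled against the ratios of the copied part of Additional File 2, whose mean log2 ratio differed from the mean of the arrays by a median of 0.0012 in either direction. Which medium carried which dye stays open, because titles and channel descriptions disagree. Gene symbols were taken from the NCBI R64 gene table, used only for names and for telling which ORFs it lists; 500 ORFs were not found in it.

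The fit used R 4.3.3 and limma 3.58.1 on the 5956 ORFs with values on at least 3 arrays, with no dye or replicate term. Calls were made at 0.05, both for the adjusted p and for the unadjusted P in the observed direction. GEL_50_ came from logistic regression. Gene lists were tested with camera and fry on ORFs with values on all 4 arrays, since these tests take no missing values. The lists for the citrate cycle, glutamate metabolism and urea cycle were only tallied, because their genes were picked to cover the EC numbers of the figures. The number of arrays limits the precision, and independent reverse transcription reactions are not independent cultures.

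The main settings, their alternatives and the rule for named genes were fixed before the data were examined, with exceptions that are named where they are used. The rule named every yeast gene in the paper's text or tables, the 10 ORFs with most priming sites, the genes of the figure pathways, and the 5 largest increases and 5 largest decreases among ORFs past an adjusted p of 0.05 with the same sign on all 4 arrays. Values of some of these genes in the paper's tables had been seen when the rule was written. The results of a pair of the pathway genes are not reported here, and the plots leave them out, whereas the counts and tests include them. The alternatives left out each array, centered or scaled the arrays, added a dye or replicate term, changed the ORFs kept, averaged same-numbered arrays, and changed the variance, the threshold or the set test.

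The fit was tested on simulated data for this comparison, with 200 changed genes among 5956 ORFs. All changed genes (100%) were recovered, and 5.21% of calls were unchanged genes. The simulated changes had log2 shifts of at least 1 in size, with noise independent between arrays and no dye effect. In the real data, 3012 of the 4479 ORFs called at the study's threshold were changed by less than 1.5-fold. The simulation therefore does not measure recovery or false calls for such small changes. Among 200 simulated lists without a shift, camera called 1% and fry 10% at 0.05, so fry called more than its nominal share. The logistic regression on the number of priming sites was not run. It was to use sites counted in ORF sequences, which were not used here. The paper's own counts were not put in their place, since the part of Additional File 1 used here is sorted by number of sites and holds no ORF with fewer than 3. The oligo-dT arrays, the *N. crassa* arrays and the tag sequencing were not analysed here.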

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

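The test of which arrays the outlying values came from was chosen after the results were seen. Of 90 groups of 4 array values examined, 4 had 1 array far from the others; chance alone puts about 5% of groups past the limit, so their number is no larger than chance gives. The gap divided by the range was 0.935 for GLT1 (YDL171C), with values of -0.38, -0.37, -0.08 and -0.36 for the arrays in the order minimal medium in Cy5 by title (replicates 1 and 2) and synthetic medium in Cy5 (replicates 1 and 2). It was 0.902 for ALD3 (YMR169C), with 1.33, 1.43, 1.44 and 1.45, and 0.891 for ARG1 (YOL058W), with -3.37, -3.40, -3.89 and -3.42.

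For GLT1 and ARG1 the array apart was one with synthetic medium in Cy5 by title. Across all genes with 4 values, 221 had 1 array apart (4.22%), and in 73.8% of them it was one of those arrays (exact one-sided binomial p = 4.89e-13, which treats genes as independent). A larger spread on those arrays is a candidate explanation for where the outlying values lie. It leaves ALD3 aside, whose array apart had minimal medium in Cy5. Those arrays also correlated less with each other across genes (r = 0.936) than the pair with minimal medium in Cy5 (r = 0.9598), a difference that was not tested. What lies behind it stays open, and no biological explanation was tested, since all arrays compared the same media.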

How the results depend on the processing

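The gene-wise variance with two-sided p and the crossed pairing were chosen after seeing the data. Over the other alternatives, counts of ORFs past an adjusted p of 0.05 ran from 3074 (each gene's own variance) to 4412 (same-numbered arrays averaged). Counts at the study's threshold ran from 3962 (ORFs with values on all 4 arrays) to 4856 (same-numbered arrays averaged). Requiring the same sign on all 4 arrays in place of a P gave 3757. All of these lay within 1.5 times the values reported. Leaving out single arrays gave 3317 to 3736 and 4111 to 4337. The share of abundantly expressed ORFs at the study's threshold was 50.1% after centering, which itself pulls the counts toward an even split, compared with 52.2%. At the adjusted p, centering turned the order of the counts, with 1967 ORFs higher and 2006 lower. With a dye orientation term, 4369 ORFs passed the adjusted p, 2314 higher and 2055 lower, and 4816 passed the study's threshold.

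GEL_50_ moved beyond its confidence interval under several settings, although the changes were small. It was 1.122 to 1.144 with single arrays left out, 1.104 after centering each array, 1.082 with a dye orientation term, 1.126 with a replicate block, 1.079 with same-numbered arrays averaged, 1.137 with each gene's own variance and 1.138 with two-sided p-values. The added setting, gene-wise variance with two-sided p, gave 1.192. The cause was not tested.

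The highest fold change ranged from 32.0 to 38.2 with single arrays left out; the upper value, for SIP18, came without the second array with synthetic medium in Cy5. The average fold change was 1.66 over called ORFs alone, which leaves out the ORFs with small changes. The lowest correlation between arrays was 0.828 by Spearman's rho. Read as Cy5 over Cy3, the titles would reverse a pair of arrays, whose lowest correlation with the paper's ratios would be -0.972; the channel descriptions would reverse the other pair, at -0.983.

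Camera's p for the cytosolic ribosomal proteins was 0.418 with an estimated inter-gene correlation, against 0.000110 to 0.00803 with single arrays left out. For the mitochondrial ribosomal proteins, fry, which rotates residuals and is not a permutation test, gave p = 0.00415, where camera's p stayed from 0.101 to 0.178 with single arrays left out. These p-values answer different questions, since fry tests a list against no change and camera against the other genes. The lists were tested again with single arrays left out, after centering or scaling, with the dye or replicate term and with same-numbered arrays averaged. The choice of ORFs left these tests as they were, since they use ORFs with values on all 4 arrays. In all of these the 4 lists kept their directions, and camera with the preset correlation stayed under 0.05 for the respiratory chain and amino acid biosynthesis. With the estimated correlation it did not: over the same settings and the values reported, its p ran from 0.0103 to 0.153 for the respiratory chain and from 0.0126 to 0.126 for amino acid biosynthesis, highest with same-numbered arrays averaged. Averaging leaves the fewest residual degrees of freedom, which this test uses, so that setting could hardly pass.

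Of the named genes, 912 comparisons kept their direction and call, 12 lost the call, 10 gained one and 7 changed sign, all of the last in genes that were not called. These comparisons covered single arrays left out, centering, scaling, the dye and replicate terms and the choice of ORFs. Averaging same-numbered arrays and changing the variance or threshold were not among them. HKR1 (YDR420W log2 ratio) was -0.0227 after centering and -0.0005 after scaling, and -0.0117 to 0.0135 with single arrays left out. With single arrays left out, TRA1 (YHR099W log2 ratio) ran from -0.0101 to 0.1087, MDH1 (YKL085W log2 ratio) from -0.1075 to 0.0148 and ALD2 (YMR170C log2 ratio) from -0.0869 to 0.0117. The cause was not tested.

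Same-numbered arrays were not shown to be paired: the replicate differences of both orientations correlated across genes at r = 0.012 and rho = -0.160. With the replicate block, 3501 ORFs passed the adjusted p and 4263 the study's threshold, and no named gene gained or lost its call. For DEF1 (YKL054C log2 ratio), which splits by replicate number, limma's adjusted p was 0.000671 with the block. Because the rank correlation was negative, the numbers were also crossed, which gave 3662 and 4363. The logistic regression on priming sites and its alternatives were not run, for want of site counts over the full range of ORFs. Signal over background could not be examined without scanner intensities.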

Differences from the paper's values

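The number of genes with a ratio at or above GEL_50_ was 4285 here and is 2617 in the paper. The counts use unlike cutoffs, since each was taken above its own GEL_50_, 1.11 here and 1.27 in the paper. The lower cutoff here lets in genes with smaller changes. Of the alternatives set before the data were examined, the counts within 1.5 times the paper's value were 3909 without the second array with minimal medium in Cy5, 3801 for ORFs with values on all 4 arrays and 3683 with each gene's own variance. Leaving out each of the other arrays, centering, scaling, the dye orientation term, the replicate block, ORFs on at least 2 arrays, averaging same-numbered arrays and robust moderation gave counts more than 1.5 times the paper's. The tool differs too, since the paper used BAGEL.

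The remaining values of Table 1 lay within 1.5 times of those computed here, yet not all were close: the paper's 3577 significant genes compare with 4479, and its GEL_50_ of 1.27 with 1.11. One further setting, each gene's own variance with a two-sided p, gave 3596 significant genes, 1869 of them higher and 1727 lower, and 3042 genes above GEL_50_. It was chosen after seeing the values and the paper's counts, and it moves the counts toward the paper's, so its closeness carries no weight as evidence about the paper's method. Its GEL_50_, 1.19, remained below the paper's. In the copied part of Additional File 2, it drops 17 of the 1098 ORFs that the paper calls, compared with 6 for the values reported and 0 with each gene's own variance and the P in the observed direction. It calls 1125 of the 1930 ORFs found in both tables, where those call 1452 and 1311.

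The paper describes enzymes of opposite reactions in Figure 2 as typically regulated in opposite ways. Among the genes examined here, GDH3 at 1.33 and GDH2 at -0.58 moved apart, whereas GDH1 at -0.86 and GDH2 moved the same way, as did GLN1 at -0.94 and GLT1 at -0.30. These pairs were picked after their values were seen and do not cover the whole figure.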

Other observations

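All tests in this part were chosen after the results were seen. Turning the signs of the arrays gives 8 patterns, and only 1 of these splits, the real one, gave as many ORFs past an adjusted p of 0.05. The others gave 0 to 4. With so few patterns this share cannot fall under 0.05, so the count alone decides nothing about chance. Spread that is independent between arrays is argued against as the source of the ratios by their correlation across genes, for which the lowest Pearson's r between any pair of arrays was 0.898.

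The arrays differed by dye orientation in a gene-specific way. The difference between orientations in replicate 1 correlated with that in replicate 2 across 5231 ORFs (r = 0.372, rho = 0.417; the largest of 10000 permuted r was 0.053), and crossing the numbers gave r = 0.362. A reproducible difference between the dye orientations, such as dye bias, is a candidate explanation; anything else shared by the arrays of an orientation stays open. With a dye term in limma, 1312 ORFs (22.0%) had an unadjusted p at or under 0.05 for orientation and 1 after adjustment, PCL1 (YNL289W), named after its values were seen, at 0.59 and 0.65 against -0.80 and -0.76.

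A few genes split by replicate number in both orientations. RRP5 (YMR229C), chosen after its values were seen, was at -1.47 and -1.19 on the replicate 1 arrays and 3.31 and 3.31 on the replicate 2 arrays, and was the only ORF with an adjusted p at or under 0.05 for the replicate term in limma (48 ORFs at an unadjusted p at or under 0.05). DEF1 also split by replicate number, in the opposite direction, with higher ratios on the replicate 1 arrays, but its adjusted p for that term was 0.353. RNA shared by same-numbered arrays and differing genome-wide is argued against by the correlation of 0.012 between the replicate differences. Other explanations, confined to single spots or genes, were not tested.

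Of 452 tested ORFs that the R64 gene table does not list, 253 (56.0%) passed an adjusted p of 0.05 in limma, compared with 3638 of 5504 listed ORFs (66.1%). Neighbors on opposite strands, by consecutive systematic number, had a Spearman correlation of 0.444 in 482 pairs with 1 unlisted ORF and 0.209 in 2502 pairs of listed ORFs, a difference of 0.234 (permutation p = 1e-04, the smallest that 10000 permutations can give). Signal shared with a neighboring ORF is a candidate explanation, since the spots hold double-stranded DNA. Sharing across strands alone is argued against, because same-strand pairs also differed, by 0.192 (permutation p = 0.0041). Whether the ORFs overlap was not examined, and shared regulation of neighbors stays open.

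MRP49 (YKL167C) at 4.52 ± 0.18 and MRPL13 (YKR006C) at 3.46 ± 0.51 (SD, n = 4 arrays each) stood above the other mitochondrial ribosomal protein genes, the next being MRPL19 (YNL185C) at 1.22. The median of that list was 0.13 with them and 0.12 without. YKR005C, next to MRPL13 by systematic number, was at 4.41, whereas YKR004C and YKR007W were at 0.36 and 0.17. No explanation was tested. MRPL13 and MRPL19 were singled out after their values were seen.

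The paper reports mitochondrially encoded genes from tag sequencing. On the arrays, none of the 28 mitochondrially encoded ORFs in the deposited table had a value on any array.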
